A study of Mus musculus with 4 samples.

How the data were processed

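The data were 4 Drop-seq libraries of BNST tissue punches from male wildtype C57BL/6J mice, with 6 mice pooled per library. Per the labels' protocols, tissue was dissociated to single cells, taken through the standard Drop-seq procedure, and sequenced on an Illumina HiSeq instrument. The deposited tables hold raw UMI counts for each gene and cell barcode, whole numbers with a different total in each barcode. The aligner, genome build, annotation, counting strand and the rule by which barcodes were chosen were not stated in the labels. Barcode numbers per library were round (3600, 1800, 2400 and 2400), every gene listed had at least 1 count, 10 barcodes had no count, and 595 ended in an undetermined base. No row lacked a gene name. Gene names were compared with GENCODE vM21 on GRCm38, in which 18830 of the 20136 names (93.5%) were found; positions come from that annotation, which may differ from the authors' own.

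All choices in this paragraph were fixed before the data were examined. Barcodes were kept with at least 400 detected genes and at most 10% of UMIs from mitochondrial genes. Doublets were called per library with Scrublet in scanpy 1.11.5 at an expected rate of 0.05, which removed 62 of 4239 cells (1.46%). Counts were log-normalised, and the 2000 most variable genes without Pnoc, Xist and mitochondrial genes gave 30 principal components and Leiden clusters at resolution 1, with no batch correction. Neuron-like cells were clustered again in the same way. Marker lists for 18 cell types and the panel of 70 genes were set, as were the tests and the rule for named genes. The named genes were Pnoc, the panel genes past a Benjamini-Hochberg adjusted p of 0.05 over all genes, the 5 largest rises and 5 largest falls among genes past it and changed the same way in all 4 libraries, Oprl1, and Xist, Ddx3y, Uty, Kdm5d and Eif2s3y as a check of sex. Genes that lead clusters are named to identify them.

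How marker lists became names was settled after clusters were seen. A first-round cluster was neuron-like when at least 6 of 12 neuron markers were above the geometric midpoint of their range over clusters and fewer than 3 of its 10 leading genes marked a non-neuronal type. A second-round cluster stayed unnamed where 2 or more markers of a non-neuronal type were among its 10 leading genes and outnumbered its neuron-class markers there, which left out 382 low-depth and 46 proliferating cells. A test of why such markers led the low-depth cluster is not reported here. The first round gave 17 clusters, 8 of them neuron-like, and the second 15, of which 12 were GABAergic-like and 1 glutamatergic-like. Rebuilt names can differ from those of the authors, whose cell annotation was not used here.

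Cells were not treated as replicates. Raw counts were summed per library and class and tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood F-test), with library as a block, since both sums of a pair come from the same pool of mice and the same library. Standard errors were taken as the log2 fold change over the square root of F. Clusters entered with at least 10 cells in a library. The comparison of transmitter classes was to be given without a test where a library held fewer than 20 glutamatergic-like cells. Library 3 held 17, so p values of that comparison are not reported. Single values were compared by exact two-sided sign-flip permutation over 4 libraries, whose smallest p is 0.125. Levels are UMIs of the gene over all UMIs of the class, scaled as CPM, with 1 added before log2. A share of cells with a UMI at a fixed depth is the mean over cells of the chance that 1000 UMIs drawn from the cell include the gene. Where a count was 0, the limit given is 3 counts of the total, which covers counting error only, as do all intervals at 95%.

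Counts were simulated from the real sums with 200 genes changed 2-fold. For Pnoc-positive against Pnoc-negative cells edgeR recovered 80% of the changed genes among 9591, with 3.61% wrong calls. DESeq2 1.42.0 recovered 58.5% of them, with 0 wrong calls. For neurons against non-neuronal cells edgeR recovered 81.5% among 10203 genes with 4.12% wrong calls, and for the transmitter classes 47.5% among 8929 with 4.04%. The test across clusters was simulated otherwise, with 200 genes raised by more than 2-fold in a single cluster. It recovered 99% among 5236 genes with 5.71% wrong calls, above the nominal 5%. That recovery is therefore not comparable with the others.

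Alternatives changed the gene minimum, the mitochondrial limit, doublet removal, Leiden resolution, batch correction, normalisation, test, low-count filter, block, thinning depth and the definition or matching of Pnoc-positive and Pnoc-negative cells, and left out each library in turn. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. A droplet method of this depth captures a part of each cell's RNA, so a cell without a Pnoc UMI may still express the gene, and Pnoc-negative sums contain such cells.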

Results

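Single-cell transcriptomes were collected from tissue punches of the bed nucleus of the stria terminalis (BNST), a forebrain region of the extended amygdala, with Drop-seq, a droplet method in which each cell's RNA is captured on a barcoded bead and each captured molecule carries a unique molecular identifier (UMI). The series concerned neurons that express Pnoc, the gene of prepronociceptin, the precursor of the neuropeptide nociceptin. All mice were male wildtype C57BL/6J. There were 4 libraries, each from a pool of 6 mice, so that 24 mice contributed and n = 4 libraries of a single group. No treatment or control group was compared, and every comparison below set cell classes side by side within the same libraries. The spread between libraries is the spread between pools and includes any difference between library batches.

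The count tables held 3600, 1800, 2400 and 2400 barcodes in libraries 1 to 4, with 5652342, 2762405, 2640399 and 2962880 UMIs, or 14018026 UMIs in all over 20136 genes. The median was 292.5, 598.5, 339 and 577.5 UMIs per barcode. After the filters and the removal of doublets, 1281, 889, 836 and 1171 cells were kept (4177 in all, 41.0% of barcodes and 85.7% of UMIs), with a median of 1843 UMIs and 1125 genes per cell. Each library came from its own pool and was counted as its own sample. Between pairs of libraries, chi-square per degree of freedom over genes ran from 4.14 to 20.7, which includes differences in the mix of cells. The label of male mice was checked on sex-linked genes. Xist had 1 UMI in the 4 libraries together, in library 4, while Ddx3y, on chromosome Y, had 699, 339, 447 and 455 UMIs (142 ± 23.0 CPM; SD, n = 4; CPM, the usual scaling of UMI counts to equal totals). The other Y-linked genes had means of 76.5 CPM for Eif2s3y, 28.1 CPM for Kdm5d and 25.8 CPM for Uty.

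To find which cells the punches held, cells were clustered without Pnoc and clusters were named from fixed markers. Neurons of a named class made up 50.1% ± 4.97 of the kept cells (SD, n = 4), with 52.8%, 50.6%, 42.9% and 54.0% in libraries 1 to 4. The cell counts of the libraries were not homogeneous in this share (chi-square 27.5, 3 degrees of freedom, a description of these libraries). A minimum of 800 genes per cell in place of 400 moved the share most, to 77.4%. The share also depended on a neuron cluster of low depth that stayed unnamed because non-neuronal markers led it. It held 382 cells (11.2%, 8.89%, 6.22% and 9.14% of the cells of libraries 1 to 4) with a median of 883 UMIs, and counting it raised the neuron share to 59.0%. An unnamed proliferating cluster held a further 46 cells (0.625%, 0.675%, 1.08% and 1.96%). Non-neuronal cells made up 39.9% ± 6.91, and comprised 909 oligodendrocyte-like, 405 astrocyte-like, 166 oligodendrocyte precursor-like, 96 endothelial-like, 36 committed oligodendrocyte precursor-like, 10 microglia-like and 9 fibroblast-like cells. Among the named neurons, 1983 were GABAergic-like (47.0% ± 4.55 of kept cells) and 135 were glutamatergic-like (3.10% ± 1.47).

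Pnoc lies on chromosome 14, on the minus strand, from 65400673 to 65425472 in the GRCm38 reference annotation, where no other gene overlaps it. The build used for the deposited counts was not stated. Its level in named neurons was 146.1 ± 13.2 CPM (SD, n = 4), from 1382 UMIs in 2118 cells. In non-neuronal cells it was 3.09 ± 1.05 CPM, from 7 UMIs in 7 of 1631 cells. The ratio of the mean levels was 47.3. Within libraries, log2(CPM + 1) was higher in neurons by 5.20 ± 0.46 in 4 of 4 libraries. An exact two-sided sign-flip permutation test gave p = 0.125, the smallest value that 4 libraries allow. In the edgeR quasi-likelihood fit across all genes with library as a block, the log2 fold change was 5.29 (SE 0.27, adjusted p 1.41e-22). The alternative that moved it most, a minimum of 800 genes per cell, gave 3.80.

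Oprl1 encodes the nociceptin receptor and lies on chromosome 2, plus strand, from 181715016 to 181720985. It had 62.4 ± 9.85 CPM in named neurons and 8.25 ± 6.40 CPM in non-neuronal cells (SD, n = 4), with an edgeR log2 fold change of 2.67 (SE 0.28, adjusted p 9.73e-12) and a higher level in neurons in 4 of 4 libraries. Of its 18 UMIs in non-neuronal cells, 14 were in oligodendrocyte precursor-like cells, so the background outside neurons was not even.

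The next comparison asked which transmitter class holds Pnoc. GABAergic-like neurons had 151.2 ± 17.3 CPM and glutamatergic-like neurons 84.1 ± 43.5 CPM (SD, n = 4). The within-library difference in log2(CPM + 1) was 1.78, 0.07, 1.41 and 0.60 in libraries 1 to 4, a mean of 0.97 ± 0.77. The edgeR log2 fold change was 1.11 (SE 0.22). Library 3 held 17 glutamatergic-like cells, fewer than the 20 required in each library, and by the rule set for this case no p value is reported. Without library 1 the log2 fold change was 0.55, so that library carried much of the difference. For Oprl1 the order was the opposite in 4 of 4 libraries, at 60.8 ± 9.45 CPM in GABAergic-like and 88.5 ± 24.2 CPM in glutamatergic-like neurons (mean within-library log2 difference -0.50 ± 0.27), again with no p value reported. The edgeR log2 fold change of Oprl1 was -0.42 (SE 0.25), and it nearly vanished at a mitochondrial limit of 5% (-0.07) and with the class taken from each cell's own UMIs (-0.13). Of the 454 named neurons with a Pnoc UMI, 437 also had a UMI of Gad1, Gad2 or Slc32a1 (96.2% ± 0.849 over libraries) and 25 had one of Slc17a6, Slc17a7 or Slc17a8 (5.19% ± 3.56). Among the 1664 without a Pnoc UMI these shares were 92.7% ± 1.99 and 12.992% ± 3.13, at a lower median depth (3341.5 against 5246.5 UMIs), so the GABAergic share was only slightly higher. The second share also counts a GABAergic-like cluster of 183 cells led by Slc17a8. Of its cells 62.3% had a Slc17a8 UMI, 96.7% a Gad2 UMI, and only 9 cells a Pnoc UMI. The difference in that share is thus not a difference in glutamatergic-like neurons alone.

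The share of cells with a Pnoc UMI depends on depth, so each cell was thinned to 1000 UMIs. At that depth 11.2%, 10.05%, 8.90% and 8.69% of GABAergic-like neurons had a Pnoc UMI, a mean of 9.71% ± 1.17 (SD, n = 4), over 1858 cells, with 125 shallower cells left out. In non-neuronal cells, taken as the background, it was 0.195% ± 0.252 over 964 cells, with 667 left out. The difference was 9.52 ± 0.955 percentage points and was positive in 4 of 4 libraries (exact two-sided sign-flip permutation p = 0.125, the smallest possible). Without thinning, the shares were 21.6% ± 5.54 and 0.424% ± 0.0963, at median depths of 3697 and 1136 UMIs per cell. The share in GABAergic-like neurons counts cells in which Pnoc was captured, so cells that express it can be missed, and it includes any background. Glutamatergic-like neurons had 5.62% ± 2.90 at 1000 UMIs.

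**Figure D1:**
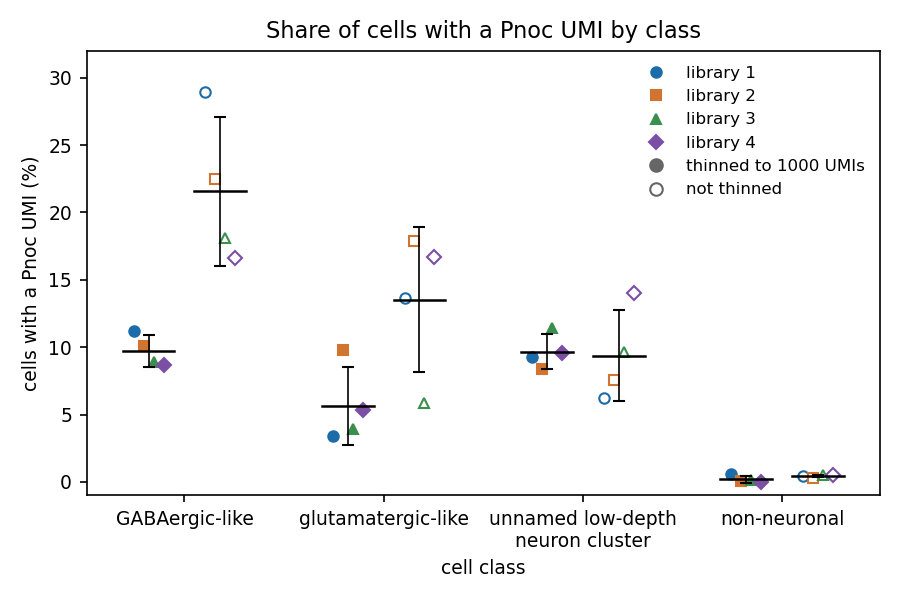
Percent of cells with a Pnoc UMI (y axis) by cell class (x axis) in each of the 4 libraries, thinned to 1000 UMIs per cell (filled symbols) or not thinned (open symbols), with means as lines and SDs as bars. GABAergic-like neurons averaged 9.71% when thinned and 21.6% when not, against 0.195% and 0.424% in non-neuronal cells.

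Whether Pnoc was spread evenly over GABAergic-like neurons was tested across their 12 clusters, in 45 sums of at least 10 cells per library and cluster. Levels differed between clusters (edgeR quasi-likelihood F 48.7, p 1.75e-35, which the permutation of 4 libraries cannot reach). The cluster led by Avp and Gal had the highest level, 879.7 ± 231 CPM (SD) in the libraries with at least 10 of its cells. It held only 26 cells, 12 and 10 of them in libraries 1 and 2, and 20 had a Pnoc UMI. The cluster led by Cck and Greb1 held 16.4% ± 6.77 of GABAergic-like cells and 43.7% ± 17.6 of their Pnoc UMIs (SD, n = 4), with 39.4%, 32.2%, 69.6% and 33.3% of these UMIs in libraries 1 to 4, at 315.1 ± 39.7 CPM. Lower means were found in the clusters led by Zic1 (211.8 ± 52.1 CPM), Tac2 and Ebf1 (168 ± 68.3), Lhx8 (136.6 ± 52.2), and Npy and Sst (118.8 ± 71.3). In the cluster led by Wif1 and Crh, 3 libraries averaged 107.4 ± 41.3 CPM. The clusters led by Tshz1 (25.3 ± 37.1), Six3 (21.2 ± 17.8), Slc17a8 (11.8 ± 10.5) and Ppp1r1b (7.77 ± 9.02) were low. The Prkcd cluster had 0 Pnoc UMIs in 76 cells, which allows up to 3.95% of cells with a UMI and 9.60 CPM. In the first round of clustering, the cluster led by Prkcd held 3 Pnoc UMIs in 2 of 78 cells. The count of 0 thus depends on how the cluster was drawn.

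Each cluster was also set against the mean of the others. Of the 12, 7 were past an adjusted p of 0.05, 6 above and 1 below. That contrast is on a log scale, and the cluster with 0 UMIs left 4 low clusters without a usable standard error. With that cluster left out, a choice made after the result was seen, 10 of 11 were past the threshold, 6 above and 4 below. The Avp and Gal cluster then stood highest (log2 3.73, SE 0.28, adjusted p 2.23e-23 with edgeR), followed by the Cck and Greb1 cluster (2.05, SE 0.16, adjusted p 2.23e-23). The Wif1 and Crh cluster was not past it (0.35, SE 0.50, adjusted p 0.479).

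**Figure D2:**
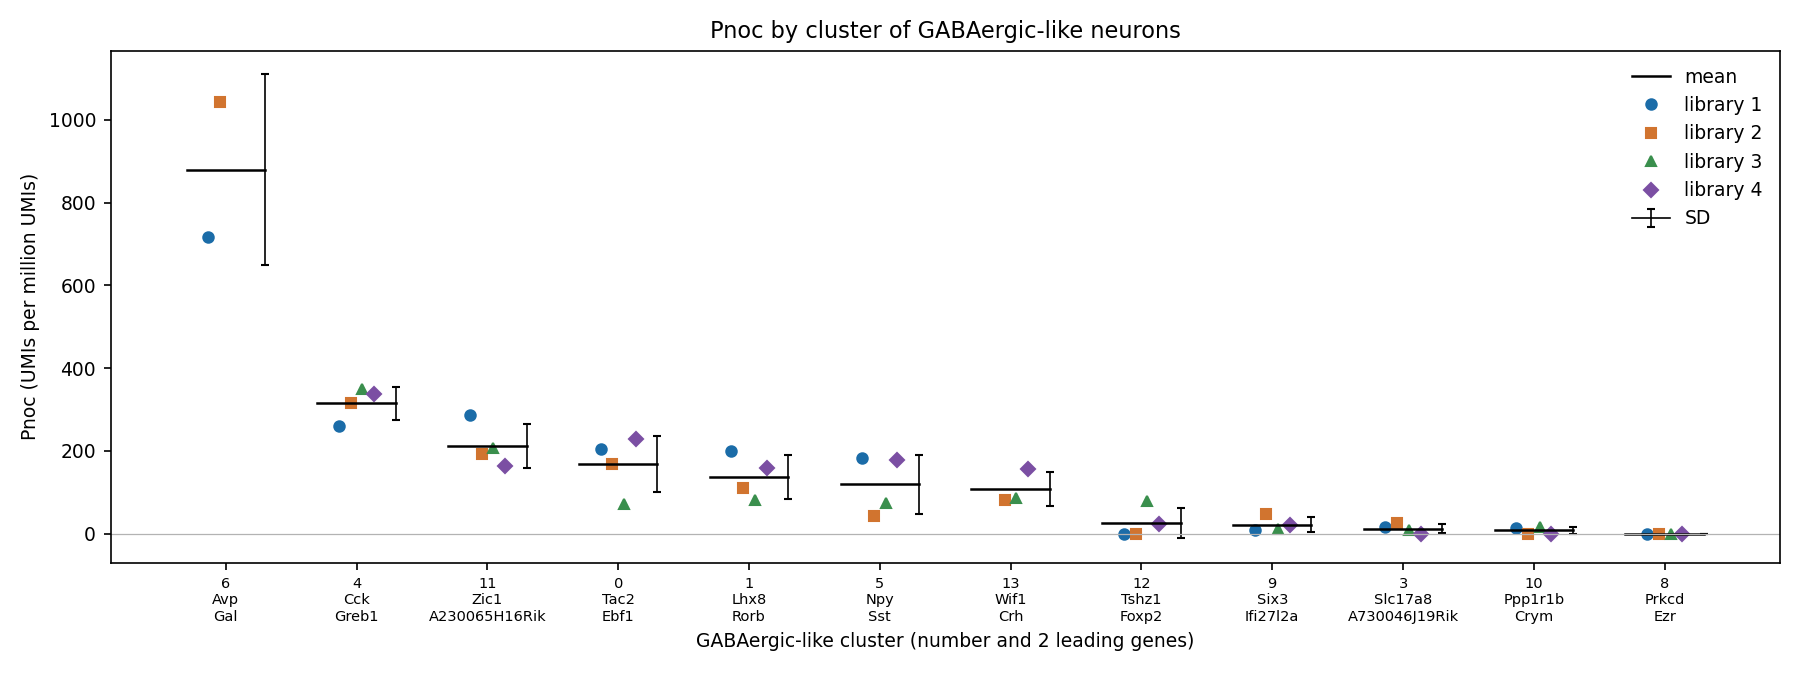
Pnoc level (CPM, y axis) in the 12 clusters of GABAergic-like neurons (x axis, with their number and leading genes), a symbol for each library with at least 10 cells of the cluster, the mean as a line and the SD as a bar. Means ran from 879.7 in the Avp and Gal cluster, over 315.1 in the Cck and Greb1 cluster, to 0 in the Prkcd cluster.

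To find what else distinguished these neurons, 435 GABAergic-like neurons with a Pnoc UMI were compared with 1548 without one, as sums per library. The cells with a Pnoc UMI were deeper, with a median of 5186 against 3280 UMIs. Of 9590 genes tested with edgeR, 316 were past an adjusted p of 0.05, 164 higher and 152 lower in Pnoc-positive cells, and 284 of them went the same way in all 4 libraries. At an unadjusted p under 0.05 there were 1210. The alternative that lowered the count most was the fit without library as a block, with 33 genes. Matching the Pnoc-negative cells on cluster and depth left 36, and random cells of the same depths gave up to 51, so that the count may include genes that follow cluster membership or depth. The fit matched on cluster and depth also held fewer cells and tested 6757 genes. Of 40 other genes detected in about as many cells, 4 split the same cells into at least 316 genes, so a count of this size was not particular to Pnoc. Without library 4 the count was 175, and without library 1 it was 201.

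By the rule fixed for named genes, the largest rises among genes changed the same way in all 4 libraries were in Esr2 (log2 3.42, SE 0.52, adjusted p 3.31e-05), Cyp19a1 (2.55, SE 0.46, adjusted p 4.54e-04), Sytl4 (2.28, SE 0.39, adjusted p 2.08e-04), Lamb3 (2.06, SE 0.38, adjusted p 6.82e-04) and Gldn (1.94, SE 0.30, adjusted p 5.56e-05). Esr2 had 33 UMIs in Pnoc-positive and 7 in Pnoc-negative sums. In the reference annotation Esr2 spans 76120419 to 76177259 on chromosome 12, and Cyp19a1 spans 54165937 to 54268110 on chromosome 9. The largest falls were in Slc17a8 (-3.98, SE 0.35, adjusted p 1.06e-09), Crym (-3.24, SE 0.28, adjusted p 1.01e-09), A730046J19Rik (-2.59, SE 0.40, adjusted p 4.74e-05), Dio3 (-2.44, SE 0.55, adjusted p 0.00635) and Nexn (-2.40, SE 0.50, adjusted p 0.00247). Each of these falls was in a gene among the 10 leading genes of a cluster low in Pnoc. Slc17a8 and A730046J19Rik led the Slc17a8 cluster, Crym and Nexn the Ppp1r1b cluster, and Dio3 the Six3 cluster. Cyp19a1 was among the leading genes of the Cck and Greb1 cluster, while the other rises led no cluster. The falls and the rise of Cyp19a1 may thus follow which clusters hold Pnoc. Slc17a8 spans 89574020 to 89621253 on chromosome 10, and Crym spans 120186380 to 120202111 on chromosome 7. Without library 2 the Slc17a8 value was -5.99. Without library 4, Dio3 (-2.10, adjusted p 0.0780) and Nexn (-1.79, adjusted p 0.1005) were no longer past the threshold, and Nexn had 0 UMIs in the Pnoc-positive sum of library 4. Lamb3 overlaps Hsd11b1 and G0s2 on the opposite strand, and as the strand used in counting was not stated its value is uncertain.

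A panel of 70 genes for neuropeptides, receptors, regional markers and transcription factors was fixed beforehand, of which 51 were tested. Of these, 24 were past the threshold over all genes, 16 higher and 8 lower, and 31 when adjusted over the list alone, 21 of them higher. The 24 comprised 8 of 14 neuropeptides, 1 of 16 receptors, 7 of 8 regional markers and 8 of 13 transcription factors, and 17 went the same way in all 4 libraries. Cck rose (log2 1.58, SE 0.16, adjusted p 1.46e-08, edgeR) in 4 of 4 libraries, from 140.9 to 438.3 mean CPM, as did Id2 (1.21), Tac1 (0.90), Nr2f2 (0.69), Zic1 (0.64), Hcrtr1 (1.39), Calb1 (0.29) and Scg2 (0.20), and Cyp19a1, given above, was also in the panel. Avp (3.92, SE 0.53) and Gal (2.90, SE 0.38) rose in 3 of 4 libraries, and fell in library 3, which held 1 cell of the Avp and Gal cluster. Without library 3 Avp stood at 6.50, and without library 2 Gal stood at 1.81. With DESeq2 neither Avp (7.78, SE 3.07, adjusted p 0.535) nor Gal (2.21, SE 1.08, adjusted p 0.99987) was past the threshold. Avp was also not past it in the edgeR fit with no replicate block (3.87, adjusted p 0.144). Avp was past it in 17 of the 19 alternatives that tested it, and Gal in 21 of 22. Cartpt (0.86), Sst (0.79), Reln (1.21), Satb1 (1.00) and Prox1 (0.72) also rose in 3 of 4 libraries. Without library 4, Sst was at 0.24 and no longer past the threshold (adjusted p 0.443). Without library 3, Tac1 was at 0.51 and Nr2f2 at 0.40, both still past it. These genes were no longer past it without some libraries: Zic1 without library 4 (0.59), Calb2 without 1 (-0.47) or 4 (-0.39), Hcrtr1 without 1 (1.44), 2 (1.40) or 4 (1.28), and Reln without 1 (1.02) or 4 (0.94). The same held for Calb1 without library 1 (0.25), 3 (0.22) or 4 (0.33), Satb1 without 3 (0.63) or 4 (0.66), Scg2 without 1 (0.17), 2 (0.15) or 4 (0.22), and Prox1 without 1 (0.78), 2 (0.74) or 3 (0.48). Ppp1r1b (-2.38), Foxp2 (-2.28), Prkcd (-2.08), Penk (-1.51), Tshz1 (-1.39), Meis2 (-1.35), Six3 (-0.95) and Calb2 (-0.46) were lower in 4 of 4 libraries, Tshz1 with only 1 UMI in the Pnoc-positive sum of library 2. The share of neurons with a Zic1 UMI differed between libraries, from 2.72% to 8.40% at 1000 UMIs. Matched on cluster and depth, Cck (0.19, adjusted p 0.733), Id2 (0.18, adjusted p 0.873), Meis2 (-0.14, adjusted p 0.870) and Ppp1r1b (-0.26, adjusted p 0.916) kept their direction but were no longer past the threshold. In the same edgeR fit Gal (1.95, adjusted p 3.34e-32), Cartpt (0.59, adjusted p 5.14e-06) and Foxp2 (-1.32, adjusted p 0.0027) kept their direction and stayed past it. The SE of Gal fell from 0.38 to 0.13 there, although fewer cells entered. In the Avp and Gal cluster 20 of 26 cells had a Pnoc UMI, so few were left to match. Matched values per library are not given, so the spread of Gal between libraries is not shown by its adjusted p. The direction of Penk, Six3, Nr2f2, Zic1, Calb1, Satb1 and Prox1 reversed when cells were matched on cluster and depth, that of Calb1 also when clusters led by another class's marker were left out, and that of Scg2 when cells were thinned. Penk, Ppp1r1b, Six3, Nr2f2 and Zic1 each overlap another listed gene on the opposite strand and are uncertain for the reason given for Lamb3. Oprl1 was higher by a log2 of 0.40 (SE 0.15) in 3 of 4 libraries, with an adjusted p of 0.181 over all genes and 0.0211 when adjusted over the list alone.

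**Figure D3:**
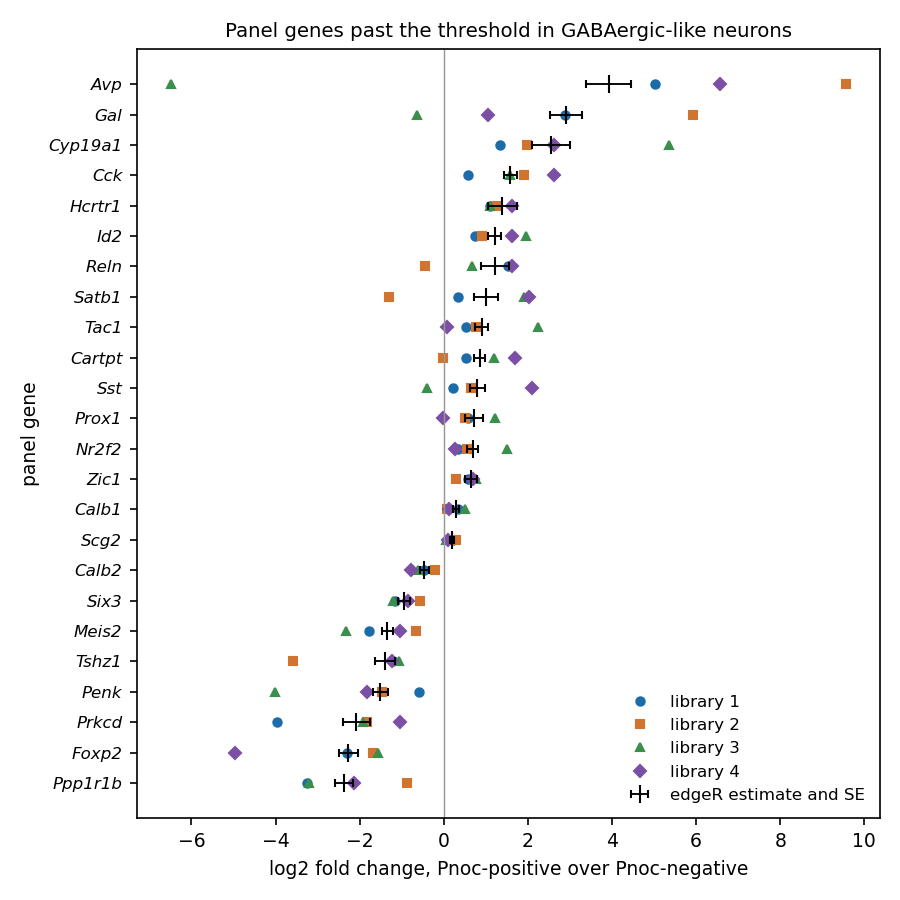
Log2 fold change between GABAergic-like neurons with and without a Pnoc UMI (x axis) for the 24 panel genes past the threshold (y axis), with the edgeR estimate and SE in black and the difference in log2(CPM + 1) of each of the 4 libraries as a symbol. Avp and Gal lie above 0 in 3 of 4 libraries and below it in library 3, while Cck lies above 0 and Ppp1r1b below 0 in all 4.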

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

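The tests of the library 1 totals, of Nexn and of the Slc17a8 share, including the requirement of separate intervals, were chosen only after the result was seen; the tests of Tshz1 and of low-gene barcodes were set beforehand. Of 99 sets of 4 library values searched, 6 had a value standing apart, where chance alone gives 4.95. There is a single group of mice, so no biological explanation was tested for any of them.

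Library 1 had 5652342 UMIs over all barcodes, against 2640399 to 2962880 in the others, and 4844983 UMIs in kept cells, against 2116756 to 2550279. It also had 208 barcodes ending in an undetermined base, against 119 to 134. UMIs per listed barcode, compared first, were 1570 in library 1 and 1535 in the next, a gap of 0.0754 of the range, which would fit a larger number of listed barcodes. That value cannot separate more barcodes from deeper ones, and it was replaced. In the 1800 deepest barcodes of each library, library 1 had 5394632 UMIs and the next 2872781, a gap of 0.896 of the range. These barcodes held 95.4%, 100%, 97.7% and 97.0% of the UMIs of libraries 1 to 4. This value therefore nearly repeats the totals and cannot decide the question either. The kept cells of library 1 were deeper, with a median of 2504 UMIs against 1471 to 1932, while it kept 1281 cells against 1171 in library 4. More listed barcodes of equal depth would not raise that median, which argues against them as the whole source. Whether deeper sequencing, more RNA captured or larger cells lay behind this is left open. Undetermined bases ended 5.78% of its barcodes, inside the 5.58% to 6.61% of the others, so their number fits the larger number of listed barcodes.

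The Slc17a8 cluster made up 11.03% of neuron-like cells in library 2, against 5.91% to 6.67% in the others. If clusters were only drawn differently at other depths, the share of GABAergic-like neurons with a Slc17a8 UMI at equal depth would be alike. That share was 1.85%, 4.92%, 3.77% and 4.09% in libraries 1 to 4, so that library 2 was at 1.52 times the mean of the others, in part because library 1 was low. The exact interval of library 2, 3.07% to 7.58% over 402 cells, includes the values of libraries 3 and 4 but not that of library 1. Cluster drawing and a true difference in sampled tissue cannot be told apart, because the cells are too few.

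The Nexn difference in library 4 was -5.02, against -1.78 to -1.16 in the others, from 0 UMIs in the Pnoc-positive sum where 3.75 were predicted from the other libraries; Poisson counting gave that or less with probability 0.0234. The Tshz1 difference in library 2 was -3.60, against -1.24 to -1.06, from 1 UMI where 7.17 were predicted, with probability 0.00631. These probabilities take a single library picked for standing apart, leave out the spread between pools, and do not count the 99 sets searched. Counting noise and a difference between pools cannot be told apart for either gene.

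Barcodes under the minimum of 400 genes, which the comparisons used only where that minimum was lowered to 200, held Pnoc at 60.1 ± 28.8 CPM (SD, n = 4), from 76 UMIs in 70 of 5642 barcodes. Free RNA that falls on droplets independently would leave Pnoc unrelated to other GABAergic transcripts. Within library and depth, a Pnoc UMI went with a UMI of Gad1, Gad2 or Slc32a1 at an odds ratio of 1.76 (95% interval 1.07 to 2.90), which argues against independent free RNA as the whole source. Damaged or shallow neurons may contribute; this was not tested separately.

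The unnamed low-depth neuron cluster held Pnoc at 110.6 ± 44.6 CPM (SD, n = 4), from 47 UMIs in 382 cells. At 1000 UMIs 9.65% ± 1.30 of its cells had a Pnoc UMI, near the 9.71% of GABAergic-like neurons, in the 158 cells deep enough. Why non-neuronal markers led this cluster is left open here.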

How the results depend on the processing

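The alternatives that included the low-depth cluster, left out GABAergic clusters led by another class's marker, matched on cluster and depth, or left out the cluster with no Pnoc UMI were tests chosen only after the result was seen.

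The neuron share of 50.1% moved by more than the spread between libraries, to 55.6% at 200 genes per cell, 77.4% at 800, 64.7% at a mitochondrial limit of 5%, 57.5% with no such limit, 58.2% with doublets kept, 58.8% at Leiden resolution 2 and 59.0% with the low-depth cluster. The cause was not tested, except for the last, which adds cells. Leaving out each library gave 48.8% to 52.5%. The Pnoc share of 9.71% followed the thinning depth, with 5.33% at 500 UMIs, 17.1% at 2000 and 21.6% unthinned, and was 11.9% without the GABAergic clusters led by another class's marker, where the cause was not tested. Leaving out each library gave 9.21% to 10.1%.

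Pnoc was higher in neurons than in non-neuronal cells and past the threshold in 16 of 16 alternatives (log2 3.80 to 5.65, adjusted p 1.78e-79 to 6.93e-12 with edgeR or DESeq2; 5.10 to 5.52 leaving out a library). It was higher in GABAergic-like than glutamatergic-like neurons in 18 of 18, untested, at 0.55 to 1.48, both ends from leaving out a library, and 0.55 without library 1. The clusters past the threshold numbered 7 without each library and with DESeq2 size factors, all of them fits that kept the cluster of 0 UMIs. In those fits the other low clusters had no usable standard error and could not be called. The constant 7 therefore does not test them. With the cluster of 0 UMIs left out, 10 clusters were past the threshold.

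The 316 genes between Pnoc-positive and Pnoc-negative cells were the most dependent result, from 33 to 353 over 22 alternatives. DESeq2 gave 76, of which 75 were among the 316. The fit with no replicate block gave 33, all among them; the pairing comes from shared pools and libraries, and without it differences between libraries enter the error. A mitochondrial limit of 5% gave 178, matching on UMIs 114, matching on cluster and UMIs 36 and thinning 59, each with fewer genes tested (8249, 7083, 6757 and 4617 of 9590); beyond that the cause was not tested. Leaving out each library gave 175 to 248, with 175 without library 4 and 201 without library 1. The 24 panel genes became 11 with DESeq2, 6 with no replicate block, 15 at the mitochondrial limit of 5%, 12 without the clusters led by another class's marker, 10 and 6 after the matchings and 13 after thinning, and 18 to 24 leaving out a library. With no replicate block Pnoc in neurons against non-neuronal cells was at 5.27, so its call did not rest on the pairing.

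Over 33 named genes and 655 gene and alternative combinations, 516 kept direction and side of the threshold, 130 kept direction only and 9 reversed. Matching on cluster and UMIs reversed Penk (0.60, adjusted p 2.72e-04 in edgeR, and 1.40e-91 to 0.279 over its alternatives), Six3 (0.0211), Nr2f2 (-0.0564), Zic1 (-0.0123), Calb1 (-0.0403), Satb1 (-0.0199) and Prox1 (-0.0131). Leaving out clusters led by another class's marker reversed Calb1 (-0.0139), and thinning reversed Scg2 (-0.0342). Apart from Penk these lie near 0. The cause was not tested. In 25 genes the direction held in all alternatives that tested them, and 6 were past the threshold in all that tested them. Of these 6 only Foxp2 was tested in all 22. Crym was tested in 20, Slc17a8 and A730046J19Rik in 18, Esr2 in 16 and Sytl4 in 15, none of them after thinning or matching on cluster, and Esr2 and Sytl4 not without library 1.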

Other observations

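The splits of the libraries and the test of Oprl1 were set before their results. Matching on cluster was chosen after the 316 genes had been seen, and how to read it was set before that fit was run. The limits used for random cells, for other genes, for swapped pairs, for Zic1 and for shared barcodes were tests chosen only after the result was seen.

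The 316 genes between Pnoc-positive and Pnoc-negative neurons were set against other ways of dividing the same cells. Of the 8 splits that part both sums of each library, 1, the real one, gave as many genes, and the largest other gave 1; the same held for the panel, where 1 of the 8 splits gave as many and the largest other gave 1. With 8 splits chance cannot be excluded at 0.05, and the 27 other splits leave both sums of a library on one side. Random cells with the depths of the Pnoc-positive cells gave 1 to 51 genes over 40 draws (median 11.5), so depth argues against being the whole cause but may add some genes. Among 40 genes detected in about as many cells as Pnoc, 4 gave at least 316 (Cadps2, Car10, Cartpt and Vegfb, up to 594), and the median was 20.5. A count of this size is therefore not particular to Pnoc, and dividing by Pnoc and by other genes with uneven expression cannot be told apart by the count.

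Matching Pnoc-negative cells on cluster and depth left 36 genes, against 114 after matching on depth alone. This is consistent with part of the difference lying between clusters, although the matching on cluster also left fewer pairs (403 against 435) and fewer genes tested (6757 against 7083). Of the 36, 28 were among the 316, 27 of them in the same direction, while Penk was reversed. The matched fit tested 260 of the 316 genes, and 225 of these kept their direction. When the members of random matched pairs were swapped, 30 draws gave at most 9 genes (median 1), which argues against counting noise as the source of the 36. The swaps were added once the 36 had been seen. Matched pairs still differed in depth, with medians of 5299 and 4557 UMIs, so depth may account for part of the 36.

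Oprl1 appeared in oligodendrocyte precursor-like cells, with 14 UMIs in 12 of 166 cells. Its level there was 125% of that in neurons (exact counting interval 68.5% to 210%), while 15 neuronal genes had a median of 6.37% (2.44% to 18.0%). Free RNA or doublets from neurons would bring these genes at a like ratio, so they argue against that source. A candidate explanation is expression of Oprl1 by these cells, a hypothesis found and tested on the same few UMIs, none of which came from library 2.

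The Zic1 cluster held 1.64%, 7.35%, 7.31% and 12.0% of GABAergic-like neurons in libraries 1 to 4. If this came only from how clusters were drawn, Zic1 detection at equal depth would be even, but it was 2.72%, 4.27%, 7.69% and 8.40%, a ratio of 3.08 between highest and lowest, with exact intervals apart (up to 4.37% and from 6.23%). The cluster shares differed by a ratio of 7.34, so cluster drawing may still widen the difference. Where each pool was punched could differ, and no label bears on this.

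Between libraries, 10 barcodes with counts were shared, where 2.27 would be predicted from random bases, and 6 of them were shared by libraries 1 and 2 (0.385 predicted). The shallower member had a median of 1 UMI and at most 743, and 0 pairs had both members kept. In 1 pair both members had at least 100 UMIs. Its profiles had a Spearman correlation of -0.0655, below those of all 231 other barcodes of like depth (median 0.09001), which argues against a single droplet for that pair. In the other 9 pairs a droplet counted in both libraries and recurrent barcode errors cannot be told apart.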
